A study of Rattus norvegicus with 12 samples. Its data were reported in "Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation" (2010).

How the data were processed

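F111 is a normal fibroblast line from the Fischer rat. RNA was profiled from F111 cells grown on plastic for 16 h (A16) and from cells cultured out of tumours that had grown in nude mice after injection of F111 cells kept in suspension (Tumor). The sample labels give the same medium and serum for both kinds of cell, whereas the study's methods describe more serum for the tumour explants, so the serum level may differ between the groups. Biotinylated cRNA was hybridised to Affymetrix rat expression arrays, which measure each transcript with 1 or more probe sets. The 12 sample records are 6 arrays, each summarised in 2 ways, so that an RMA record and a PLIER record of the same array were never counted as separate samples. Each group had 3 arrays, which the labels call biological replicate 1 (technical replicate 1), biological replicate 2, and technical replicate 2 with no biological number.

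According to the study's methods the scans were background adjusted in the scanner software and normalised in Avadis. The submitters' processing notes name RMA and PLIER, whose versions are not given in the sources used here. The values the authors deposited are array intensity on a linear scale for both algorithms. The plan had assumed that RMA values were already on the log2 scale, so log2 was taken of them here. RMA medians lay between 98 and 100 on the 6 arrays. PLIER medians lay between 99.6 and 106, and the lowest PLIER value was 16 on every array, so that an offset of 16 appeared to be included already. The planned log2(PLIER + 16) was therefore taken as log2 of the deposited value, and the alternative offset of 1 as log2 of the deposited value less 16 plus 1. Detection calls were not used here, and a fold against a group near the floor of the array understates the change.

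The table held 31099 probe sets, of which 57 were array controls, and the other 31042 were tested. The platform annotation gave 1 gene symbol to 20826 probe sets, several to 436 and none to 9780. Of the probe sets with 1 symbol, 20758 were found by Entrez identifier in the RefSeq gene table of the GRCr8 assembly, which gave the chromosome of each gene and the order of neighbouring genes. The alcohol dehydrogenase gene that the study calls Adh1 is named Adh1c in these tables. Where a gene had several probe sets, the one with the highest mean RMA value over all arrays stood for it, which left 14217 genes, and 4525 of these had more than 1 probe set. No gene was named from a probe set with several symbols.

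Technical replicate 2 was averaged on the log2 scale with biological replicate 1, the only other array of its group with a technical number, giving n = 2 replicates per group. The labels call the replicates biological but do not say whether they came from separate cultures or animals, so that p-values measure only the spread between these samples. Tumor was compared with A16 using limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all tested probe sets). A probe set was called at an adjusted p under 0.05 with a fold of at least 2. Errors beside log2 differences are moderated standard errors (SE). The number of arrays limits the precision of every value.

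Gene lists were written before the data were examined, 31 in all. They held the genes of the study's PCR assays in 3 lists, hypoxia targets, glycolysis, invasion and metastasis, collagens, other extracellular matrix, integrins and focal adhesion, contractile genes, cell cycle, p53 targets, apoptosis, endoplasmic reticulum stress, interferon response, chemokines and cytokines, cholesterol biosynthesis, glutathione and xenobiotic response, stem cell surface, ribosomal proteins, oxidative phosphorylation, fibroblast identity, and markers of 9 other cell types. Of their 676 genes, 608 had a probe set of their own. A list's shift was tested with camera in limma at an inter-gene correlation of 0.01, and again with the correlation estimated from the data, with adjustment over the lists. With an estimated correlation camera takes its p from the residual degrees of freedom, 2 here, so that a call can be lost at any correlation. Chromosomes were tested in the same way, each against all other genes. Intervals of chromosome medians are 95% bootstrap intervals over genes (1000 draws). Genes were named by a rule set at the same time, namely the 10 largest rises and 10 largest falls among called genes whose 3 Tumor arrays all lay on the same side of the 3 A16 arrays, with the same direction under PLIER. The rule also took the 16 genes of the PCR assays, up to 4 called members of each list by size of change, and Abcg2 and Prom1, whose proteins the study stained. A gene named outside this rule is said to be so, except for genes named at the end for their position on a chromosome or as members of a test.

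The fit was checked on simulated arrays for Tumor against A16 with 2 replicates each and 31042 probe sets. At a simulated 2-fold change, 26 of 50 changed probe sets passed the adjusted p and 16 of 50 passed the fold minimum too. At 4-fold and at 8-fold, 50 of 50 were called. Of 30842 unchanged probe sets, 5 were called. With a gene list shifted by 0.6 on the log2 scale, camera found that list and 0 of the others.

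Alternatives planned beforehand were PLIER in place of RMA, a smaller PLIER offset, centring or quantile normalising the arrays again, other uses of technical replicate 2, the replicate number as a term of the fit, a filter on dim probe sets, a trended and robust prior, the plain test named in a figure legend of the study, no minimum fold, 1 count per gene, the mean of all probe sets of a gene, an estimated correlation, and leaving out each replicate. A filter at the median of mean RMA for the chromosome shifts was added after seeing the data. NA16 and colony cells, which the study also profiled, are not analysed here.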

Results

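Expression in A16 cells, the F111 fibroblasts left adhering to plastic for 16 h, was compared with that in Tumor cells, taken into culture from tumours of nude mice. Each group had 3 arrays and n = 2 replicates. Array intensities after RMA had medians between 98 and 100, and all values are given as log2 intensity. Within a group, technical replicate 2 lay closer to replicate 1 than replicate 2 did. The Pearson correlation over probe sets between replicate 1 and technical replicate 2 was 0.997 in A16 and 0.997 in Tumor, and between replicates 1 and 2 it was 0.991 in A16 and 0.995 in Tumor. Arrays of different groups correlated at 0.933 to 0.949. At most 40 of 31042 probe sets had exactly equal RMA values, as deposited, on any 2 arrays of the same group.

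Among the genes named by the rule set beforehand, Mmp10 had the largest rise and Rsad2 the largest fall in Tumor cells. Transcripts of the stromelysins Mmp10 and Mmp3, which cleave matrix proteins, rose 133-fold and 113-fold in Tumor cells. Spp1, which encodes the secreted phosphoprotein osteopontin, rose 55.1-fold. In the opposite direction Rsad2, the antiviral protein viperin, was 77-fold lower, and Tagln, an actin-binding protein of contractile cells, was 27.3-fold lower. The log2 differences of these genes were 7.05 ± 0.11 for Mmp10, 6.82 ± 0.22 for Mmp3, 5.79 ± 0.13 for Spp1, -6.27 ± 0.15 for Rsad2 and -4.77 ± 0.18 for Tagln (SE, n = 2 per group).

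The other genes with the largest rises were Scd2, a stearoyl-CoA desaturase (89.3-fold), C1h16orf54 (68.6-fold), Xdh, which encodes xanthine dehydrogenase (48.3-fold), Mnda (44.4-fold), Pou2af1, a transcriptional coactivator known from B cells (42.8-fold), the alcohol dehydrogenase Adh1c (37.3-fold) and Fxyd2, a regulator of the sodium pump (36.8-fold). The largest falls also included Spats2l (59.8-fold lower), the copper-dependent ferroxidase Heph (46.7-fold lower), the homeobox gene Meox2 (43.3-fold lower) and the scavenger receptor Colec12 (41.2-fold lower). They were followed by the interferon-inducible genes Rtp4 (27.7-fold lower), Mx2 (27.1-fold lower), Ifit3 (25.3-fold lower) and Cxcl10 (24.1-fold lower). The adjusted p of these 20 genes lay between 7.59e-06 and 3.32e-05. PLIER gave larger rises for C1h16orf54 (129-fold) and Spp1 (145-fold) and larger falls for Colec12 (78-fold), Mx2 (60-fold), Rtp4 (51.6-fold) and Tagln (47.8-fold). Changes that were smaller under PLIER included the rises of Mmp3 (91.3-fold) and Scd2 (64.8-fold) and the fall of Spats2l (53.9-fold). Mnda had another, dimmer probe set that was called lower (-2.40 ± 0.11).

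In all, 1709 probe sets were higher and 1985 lower in Tumor cells, or 11.9% of the 31042 tested. Counted once per gene, by the brightest probe set, 775 genes were higher and 774 lower, and 40 genes had probe sets called in opposite directions. Differences of over 10-fold were found for 103 of the higher and 82 of the lower probe sets. All 3694 called probe sets had the 3 Tumor arrays on the same side of the 3 A16 arrays, an order that 52.6% of all tested probe sets showed. PLIER called 3484 of the 3694 in the same direction, and 3 had a PLIER difference of opposite sign. The number of lower probe sets was 2502 without A16 replicate 1 and 1684 without A16 replicate 2. At the threshold of the study, taken here as fold over 2 and unadjusted p under 0.05, the plain test named in a figure legend found on the same values 1607 higher and 1493 lower, and after Benjamini-Hochberg adjustment 4 and 8.

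The control probe sets of the arrays also separated the groups. The poly-A spikes, bacterial transcripts added to RNA before labelling, averaged 7.52 on A16 arrays and 4.92 on Tumor arrays, where a bacterial probe set for which no transcript is added (Trp) read 4.21. The hybridisation spikes, added after labelling, averaged 9.97 on A16 and 11.02 on Tumor arrays. For beta-actin, the probe set at the 3′ end exceeded that at the 5′ end by 0.68 in A16 and by 2.32 in Tumor, ratios of 1.6 and 5. The same ratio was 0.976 and 1.21 for Gapdh, and 2.08 and 4.04 for hexokinase. For the spike averages and for the beta-actin, Gapdh and hexokinase ratios, the ranges of the 3 arrays of each group did not overlap. Because spike use and the 3′ excess followed the groups, labelling batch and group cannot be told apart in any comparison here.

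**Figure D1:**
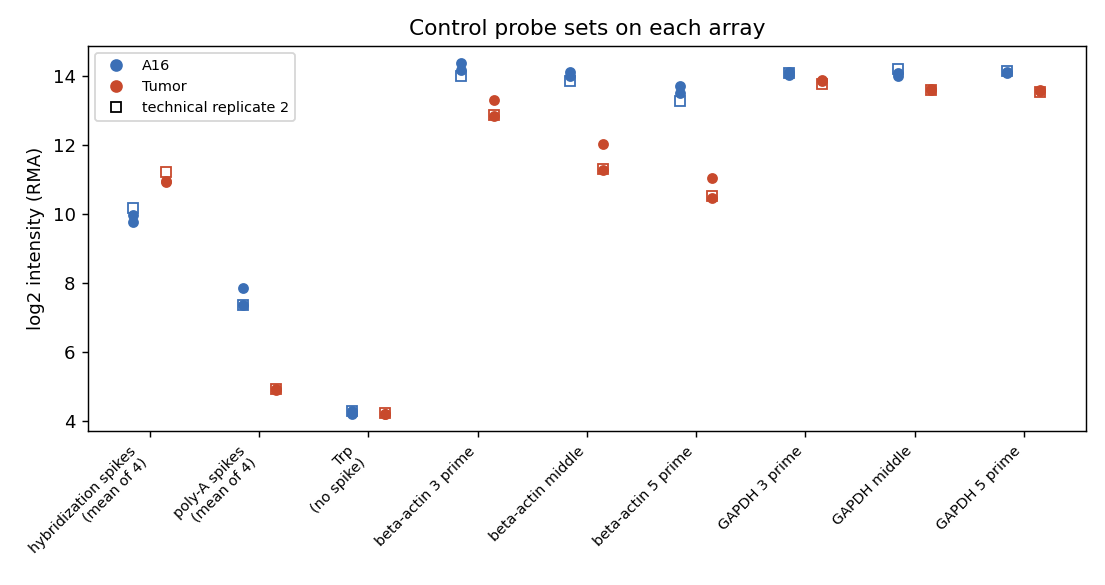
Log2 RMA intensity (vertical axis) of control probe sets (horizontal axis) on each of the 3 A16 and 3 Tumor arrays; each point is an array, and open squares are technical replicate 2. Poly-A spikes averaged 7.52 on A16 arrays and 4.92 on Tumor arrays, and beta-actin fell away more steeply from the 3′ to the 5′ probe set on Tumor arrays.

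Genes of hypoxia, glucose metabolism and tumour formation had been taken up for PCR, and the comparison here asked how these 16 genes differed on the arrays between A16 and Tumor cells. Among the hypoxia genes, Stc1, which encodes the secreted glycoprotein stanniocalcin, rose 13.3-fold (log2 difference 3.74 ± 0.15) and Egln3, a prolyl hydroxylase that acts on hypoxia-inducible factor, rose 12.1-fold (3.59 ± 0.18). Among the genes of glucose metabolism, Adh1c rose by 5.22 ± 0.18 and the glucose transporter Slc2a1 by 1.10 ± 0.11 on the log2 scale, while the pyruvate dehydrogenase kinase Pdk1 fell by 1.51 ± 0.11 and the aldehyde dehydrogenase Aldh3a1 fell by 1.39 ± 0.12. Of the tumour formation genes, Mmp3 and Spp1 were among the largest rises of the whole array, and the retinoblastoma gene Rb1 rose 3.42-fold (1.78 ± 0.14).

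Altogether 9 of the 16 genes were called, 7 higher and 2 lower, and the count adjusted over the list alone was also 9. The study chose these genes on these samples, so the counts are not independent evidence of their direction. The log2 differences of the 7 genes that were not called were 0.81 ± 0.12 for Hif1a, 0.66 ± 0.11 for Vegfa, 0.19 ± 0.11 for Ddit3, -0.47 ± 0.15 for Vhl, -0.48 ± 0.12 for Pfkm, -0.53 ± 0.36 for Hk2 and -0.11 ± 0.14 for Egfr (SE, n = 2 per group). Hif1a, Vegfa and Pfkm passed the adjusted p (0.00277, 0.00615 and 0.0234) with differences under 2-fold. Without A16 replicate 1, the Hk2 difference was -1.15. Its sign rests on A16 replicate 2, at 8.73. A16 replicate 1 and technical replicate 2 lay at 7.68 and 7.31, on either side of the Tumor mean of 7.585.

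Several of these genes had probe sets that did not give the same value. The 3 probe sets of Stc1 rose by 3.74, 2.71 and 1.48, and the 3 of Pfkm had log2 differences of -0.48, -2.06 and 0.07, of which the second, a dimmer probe set, was called lower. Vegfa had 0.66 on its brightest probe set and -0.73 on the other (adjusted p 0.0818), and Adh1c had 5.22 and 0.91. Egfr had -0.11 on its brightest probe set, and 0.46 (adjusted p 0.0333 with limma) and 0.26 on the others. On the brightest, only A16 replicate 2, at 8.59, lay above the Tumor arrays, so the sign for Egfr is not settled. The list medians were 0.73 for the hypoxia genes, 3.78 for the tumour formation genes and -0.51 for those of glucose metabolism, whose mean was 0.40. No p of a list test is given for them, because genes picked on these samples cannot test their own shift. The median of the glucose metabolism genes was -0.84 without A16 replicate 1 and -0.17 without A16 replicate 2.

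**Figure D2:**
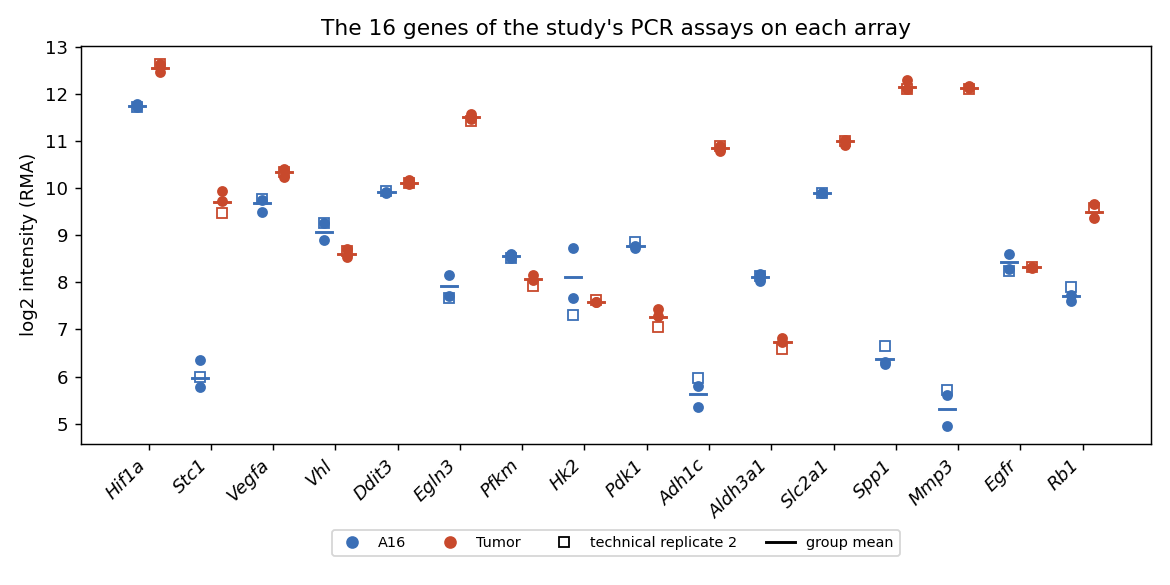
Log2 RMA intensity (vertical axis) of the brightest probe set of each of 16 genes (horizontal axis) on the 3 A16 and 3 Tumor arrays; points are arrays, open squares technical replicate 2, and bars the means of 2 replicates. Stc1, Egln3, Adh1c, Spp1 and Mmp3 stand apart by over 10-fold between groups, whereas the groups differ by -0.11 for Egfr and 0.19 for Ddit3.

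Interferon response genes had the lowest median of the 31 gene lists. Of 33 measured members 23 fell, 1 rose and 9 were not called, and the median log2 difference was -2.49. Besides Rsad2, Rtp4, Mx2 and Ifit3, the list holds the chemokine Cxcl10, which was still at 8.35 in Tumor cells against 12.94 in A16. The member that rose, named here after its value was seen, was the immunoproteasome subunit Psmb8 (1.68 ± 0.13). Camera gave an adjusted p of 1.91e-17 at the preset correlation and 0.401 with an estimated correlation, which was 0.193 for this list. The chemokine and cytokine list had 6 members lower, 1 higher and 26 not called (adjusted p 0.535). Its members with the largest changes were Cxcl10, Ccl5 (-2.77 ± 0.12), Ccl7 (1.68 ± 0.15) and Ccl4 (-1.36 ± 0.12), with -4.14, 3.00 and -2.10 under PLIER for Ccl5, Ccl7 and Ccl4. Poly-A spikes differed by -2.61 between Tumor and A16 arrays.

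Many collagen and contractile genes fell in Tumor cells. Of 31 collagens and collagen-processing enzymes 14 fell, 3 rose and 14 were not called (median -0.86, adjusted p 6.09e-06 with camera). The falls included the fibrillar collagens Col11a1 (14.7-fold lower, and 31.1-fold under PLIER) and Col1a1 (11-fold lower) and the crosslinking enzymes Lox (11.6-fold lower) and Loxl2 (8.95-fold lower). The 3 that rose, named after their values were seen, were the type VI collagen chains Col6a1 (2.71 ± 0.12), Col6a2 (2.75 ± 0.27) and Col6a3 (1.94 ± 0.12). Of 20 contractile and myofibroblast genes 12 fell, 0 rose and 8 were not called (median -1.17, adjusted p 6.19e-07), led by Tagln, Ankrd1 (14.2-fold lower), Ccn2, or connective tissue growth factor (8.98-fold lower), and Pdlim7 (4.48-fold lower). Neither list was called with an estimated correlation (adjusted p 0.401 for both). That loss is no sign of a high correlation for the collagens, whose estimate was 0.0101: the unadjusted p went from 7.86e-07 to 0.0387 because camera then has 2 degrees of freedom. The 3′ excess of beta-actin was 1.64 larger in Tumor, and its 3′, middle and 5′ probe sets were lower there by log2 differences of -1.18, -2.45 and -2.82.

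Other matrix genes went both ways, with 10 of 30 lower, 4 higher and 16 not called, and their shift missed the threshold (median -0.25, adjusted p 0.0645). It passed in 7 alternatives, among them the filter to probe sets above the 30th percentile, where the median was -0.77 (adjusted p 0.024). It did not pass under PLIER, where the median was -0.12 (adjusted p 0.419). Nor did it with the mean of all probe sets of a gene (adjusted p 0.149) or with an estimated correlation (adjusted p 0.401). Fbln5, an elastic fibre protein, was 22.2-fold lower, Ogn 15.5-fold, the basement membrane protein Nid1 10.5-fold and the proteoglycan Bgn 8.84-fold (14.1-fold under PLIER). Among 28 integrin and focal adhesion genes 2 rose, Itga6 (1.33 ± 0.12) and vinculin, Vcl (1.22 ± 0.14), and 26 were not called (adjusted p 0.823). Of their dimmer probe sets, 1 of the 3 of Itga6 was called lower (-1.03 ± 0.30), and those of Vcl lay at -0.96 (adjusted p 0.00207) and -0.55. Of 17 fibroblast identity genes 3 fell, Col1a1, the surface protein Thy1 (-1.95 ± 0.11) and Col1a2 (-1.39 ± 0.11), and 14 were not called (adjusted p 0.0901).

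The wider lists of invasion and hypoxia genes were split in direction. Of 36 invasion and metastasis genes 9 rose, 6 fell and 21 were not called (median 0.19, adjusted p 0.146). With the mean of all probe sets of a gene the median of this list was 0.04 (adjusted p 0.187). Mmp10, Mmp3 and Spp1 led the rises, and Cdh2, or N-cadherin, had the largest fall (-2.53 ± 0.25, or 5.79-fold, and 18.8-fold under PLIER). Of 35 targets of hypoxia-inducible factor 7 rose and 7 fell (median 0.11, adjusted p 0.682), with Stc1 and Egln3 higher and Lox and Loxl2 lower. That median was 0.20 without Tumor replicate 1 and 0.10 with the mean of all probe sets of a gene. Lox and Loxl2 are also members of the collagen list. Of 22 glycolysis genes 1 rose and 1 fell, Slc2a1 and Pdk1, and 20 were not called (median -0.09, adjusted p 0.682). The glycolysis median was 0.01 without A16 replicate 2 and -0.20 without Tumor replicate 2, so its sign is not settled.

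The lists of sterol synthesis and of detoxification shifted upward at the preset correlation, with most members not called. Of 20 cholesterol biosynthesis genes 6 rose, 0 fell and 14 were not called (median 0.74, adjusted p 6.09e-06), among them phosphomevalonate kinase, Pmvk (4.24-fold), the sterol reductases Tm7sf2 (3.76-fold) and Dhcr7 (2.27-fold), and squalene epoxidase, Sqle (2.31-fold, and under 2-fold at 0.97 without A16 replicate 1). Of 28 glutathione and xenobiotic response genes 9 rose, 1 fell and 18 were not called (median 0.57, adjusted p 0.000239). With the mean of all probe sets of a gene the median of this list was 0.32, and the list still passed. The largest rises of the list were Adh1c, Adh7 (19.8-fold), the retinaldehyde dehydrogenase Aldh1a3 (8.74-fold) and the glutathione transferase Gsta4 (5.22-fold). Neither list was called with an estimated correlation (adjusted p 0.401 for both).

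The cell cycle list shifted downward at the preset correlation, with most members under 2-fold. Of 32 members 4 fell and 28 were not called at a 2-fold minimum, and 17 were lower at an adjusted p under 0.05 with any fold (median -0.42, adjusted p 1.56e-05, and 0.401 with an estimated correlation). The 4 were Ube2c, which encodes a ubiquitin-conjugating enzyme of mitosis (-1.35 ± 0.15), Nusap1 (-1.11 ± 0.11), survivin, Birc5 (-1.10 ± 0.12), and topoisomerase Top2a (-1.03 ± 0.15). Birc5 was at -0.99 without Tumor replicate 2, and Top2a at -0.84 without A16 replicate 2, both under 2-fold, and Top2a was under 2-fold in 3 other alternatives on technical replicate 2. The p53 target and inhibitor list had 1 rise and 2 falls among 20 genes (adjusted p 0.824), with Rb1 higher, the cyclin-dependent kinase inhibitor Cdkn1a lower (-1.69 ± 0.20) and Cdkn2b lower by just over 2-fold. Cdkn2b was under 2-fold in 6 alternatives, at -0.80 under PLIER and at -0.69 without A16 replicate 2.

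Among 24 apoptosis genes 2 rose and 3 fell (adjusted p 0.979). The inflammatory caspase Casp1 rose 8.75-fold and the proapoptotic gene Bcl2l11 2.94-fold, whereas Casp12 was 3.29-fold lower. Bak1 was also called lower (-1.45 ± 0.40). That call was lost without Tumor replicate 1 (-1.41), Tumor replicate 2 (-1.49) or A16 replicate 2 (-0.76). It was also lost with technical replicate 2 left out (-1.39, adjusted p 0.0522). Of 20 endoplasmic reticulum stress genes, Chac1 rose (1.71 ± 0.14) and Trib3 fell (-2.03 ± 0.15), with 18 not called (adjusted p 0.753). No ribosomal protein gene of 24 and no oxidative phosphorylation gene of 37 was called by limma at the 2-fold minimum. At an unadjusted p under 0.05 with any fold 3 ribosomal and 13 oxidative genes passed. The medians of these lists were -0.03 and -0.04 (adjusted p 0.682 and 0.824).

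The study stained cells for stem cell surface proteins. Transcripts of Abcg2, a drug transporter, differed by 0.22 ± 0.18 and those of Prom1, which encodes CD133, by 0.18 ± 0.11 (adjusted p 0.441 and 0.281, n = 2 per group), and Prom1 lay at 5.67 in A16 and 5.85 in Tumor, below the A16 median of 6.63 over all probe sets. In the list of 16 stem cell surface and pluripotency genes Klf4 rose 5.16-fold, while Thy1 and the transporter Abcc1 (-1.22 ± 0.21) were lower and 13 genes were not called (adjusted p 0.823). Abcc1 was at -0.94 without A16 replicate 2.

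Markers of 9 other cell types were examined because Tumor cells had passed through a mouse host. None of these lists passed the test, and the lowest adjusted p was 0.146. Of 23 macrophage markers 3 rose, the receptors Csf1r (8.8-fold, and 18.4-fold under PLIER) and Fcgr3a (3.97-fold) and the lysosomal protein Cd68 (2.11-fold), and 20 were not called (median 0.15, adjusted p 0.146). Of 15 endothelial markers the receptor Flt1 rose 5-fold (9.45-fold under PLIER) and 14 were not called (adjusted p 0.823). Of 18 epithelial markers Krt7 was 12.2-fold lower (19.2-fold under PLIER) and Krt8 2.83-fold higher (adjusted p 0.384). Of 11 adipocyte markers Cfd was lower (-1.05 ± 0.11, list adjusted p 0.682), and of 10 pericyte and smooth muscle markers Mcam (-1.28 ± 0.19, and -2.20 under PLIER) and Abcc9 (-1.23 ± 0.14) were lower (list adjusted p 0.206). No marker was called among 17 lymphocyte genes (adjusted p 0.757), 20 skeletal muscle genes (0.757), 5 erythroid genes (0.824) or 12 Schwann cell and neuron genes (0.814). At an unadjusted p under 0.05 with any fold, limma gave 0 lymphocyte, 9 skeletal muscle, 0 erythroid and 1 Schwann cell or neuron gene.

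**Figure D3:**
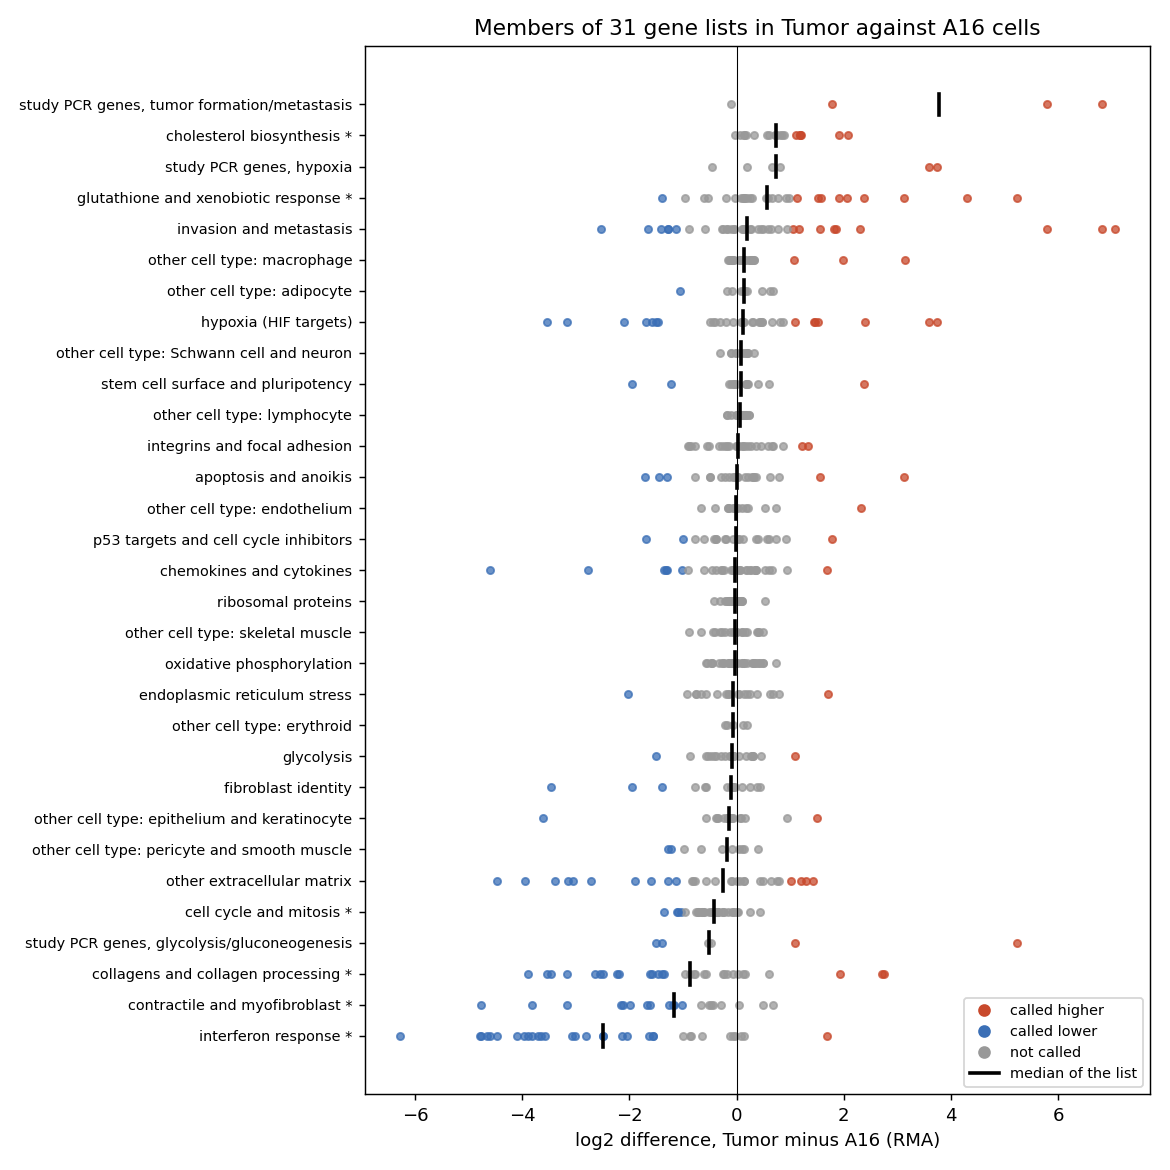
Log2 difference of Tumor minus A16 (horizontal axis) of each measured gene in 31 lists (vertical axis, ordered by median); each point is a gene, coloured by whether it was called higher, lower or neither, black bars are list medians, and an asterisk marks camera adjusted p under 0.05 at the preset correlation, left off the study's own lists. The interferon response list has the lowest median, -2.49, and the study's 4 tumour formation genes the highest, 3.78.

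The study had karyotyped the cells and listed gains or losses of many chromosomes in tumour cells, so the genes of each chromosome were compared with all other genes. Chromosomes 2, 6, 7, 18 and 20 were singled out beforehand, and the karyotypes list changes of these in A16 cells too, most often of chromosomes 6 and 20. None of these 5 chromosomes passed the test. The median log2 shift of Tumor against A16 was 0.05 for chromosome 2 (95% interval over genes 0.02 to 0.07, 930 genes), 0.02 for chromosome 6 (603 genes), -0.07 for chromosome 7 (-0.10 to -0.04, 894 genes), 0.06 for chromosome 18 (328 genes) and -0.09 for chromosome 20 (-0.15 to -0.06, 399 genes), with adjusted p of 0.455, 0.718, 0.357, 0.475 and 0.303. A change from 2 to 3 copies in every Tumor cell and no A16 cell would be 0.58 if expression followed dosage, and the listed karyotypes are more mixed than that. Chromosome 17 was the only 1 of 22 to pass, with a median shift of 0.13 over 409 genes (0.09 to 0.17, adjusted p 0.0299), of which 40 were higher and 17 lower. That call did not hold with an estimated correlation (adjusted p 0.987). Nor did it hold under PLIER (median shift 0.14, adjusted p 0.232) or with the mean of all probe sets of a gene (median shift 0.11, adjusted p 0.078). It was also lost without A16 replicate 1 or Tumor replicate 1, where the median shift was 0.123 and 0.125. With only probe sets above the 30th percentile the median shift of chromosome 17 was 0.25 (adjusted p 0.00522).

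**Figure D4:**
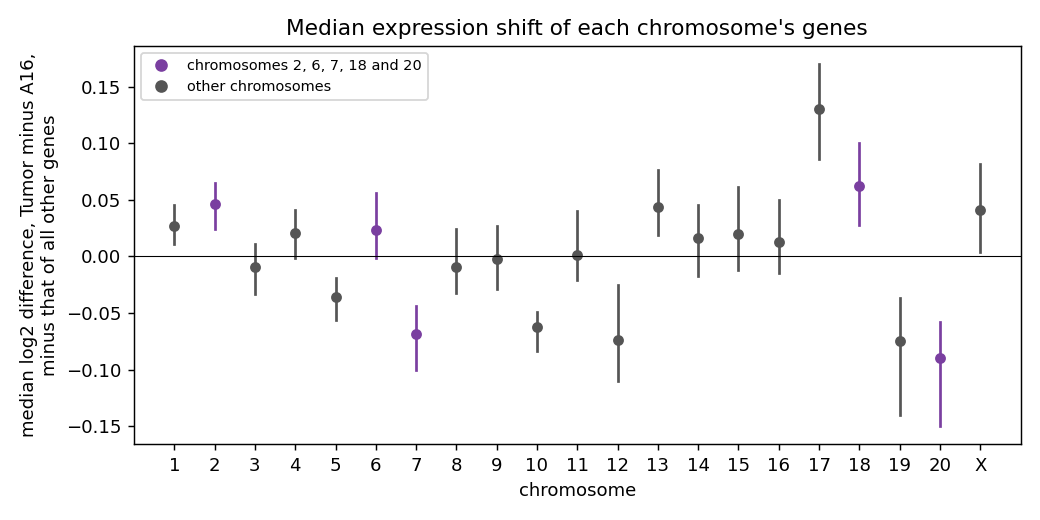
Median log2 difference of Tumor minus A16 of the genes of each chromosome with over 100 genes minus the median of all other genes (vertical axis, with chromosomes in order on the horizontal axis); points are medians and lines 95% bootstrap intervals over genes. Shifts lay between -0.09 and 0.13, with chromosome 17 the highest of those drawn; chromosome Y, with 4 genes and a shift of 0.38 (adjusted p 0.296), is left out.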

Values the study reported

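The study reported fold changes of tumour cells against A16 cells from its arrays. In its table these were 2.08 for Hif1a, 55.6 for Stc1, 4.64 for Ddit3, 11.58 for Egln3, -2.75 for Pdk1, 47.76 for Adh1, -2.36 for Aldh3a1, 2.11 for Slc2a1, 145.2 for Spp1, 87.3 for Mmp3 and 3.60 for Rb1. Its PCR ratios for tumour cells were 1.78 for Hif1a, 347.26 for Stc1, 1.00 for Ddit3, 25.46 for Egln3, 2.00 for Pdk1, 135.30 for Adh1, 1.04 for Aldh3a1, 1.78 for Slc2a1, 139.10 for Spp1, 6.68 for Mmp3 and 2.64 for Rb1. For Vegfa, Vhl, Pfkm, Hk2 and Egfr its table gives no change on the arrays in tumour cells. Its PCR ratios for these genes, not quoted here, were higher than in A16 cells for all but Egfr. In its text the value for Stc1 in tumour cells was 48.4. The t(2;2) translocation was seen in < 15% of A16 cells and in 100% of the cells from tumours.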

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

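The tests in this part that concern labelling batch and the size of the falls were chosen after the results were seen, and those on other probe sets of a gene were chosen before. The control probe sets belong to no comparison of the study and gave 3 signals that separated the groups on every array. Hybridisation spikes were higher by 1.05 on the log2 scale on Tumor arrays. Poly-A spikes differed by -2.61, with a range of 7.36 to 7.84 on A16 arrays and of 4.89 to 4.93 on Tumor arrays. The excess of the 3′ over the 5′ probe set of beta-actin was larger by 1.64 on Tumor arrays.

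Of 33 interferon response genes 23 were lower in Tumor cells, 1 higher and 9 not called, with a median log2 difference of -2.49 (adjusted p 0.401 with an estimated correlation). Loss of RNA away from the 3′ end would leave the probe set nearest that end in place, so that a gene with several probe sets should keep at least 1 of them. No probe positions were at hand, so which probe set lies nearest that end is not known, and a gene whose probe sets all lie far from it would keep none. Among the lower genes only 3, Irf9, Ifit2 and Dhx58, named here for this test, had another probe set above the A16 median, and 0% of these genes had 1 that fell by less than 50% of the fall of the brightest, the smallest fall being -1.95. So few genes (exact binomial 95% interval 0% to 70.8%) leave RNA loss open as a candidate explanation. Among 3 control genes the 3′ excess grew by at most 1.73 between any A16 and any Tumor array, and 20 of the 33 genes fell by more than that. The interval of their median (95% bootstrap over genes -3.64 to -1.56) still reaches it. Loss as large as the largest growth in the control genes is therefore not excluded for the list as a whole. Labelling batch cannot be told apart from group, given the poly-A spike difference of -2.61, and a difference in the state of the cells or their culture, serum included, stays open and untested.

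Of 31 collagen genes 14 were lower in Tumor cells, 3 higher and 14 not called, and of 20 contractile genes 12 were lower and 8 not called. The list medians were -0.86 and -1.17, and neither list passed with an estimated correlation (adjusted p 0.401). Of the lower genes, 14 had another probe set above the A16 median. In 3 of these 14, or 21.4% (exact binomial 95% interval 4.66% to 50.8%), such a probe set fell by less than 50% as much, and none of the 14 kept its level, the smallest fall being -0.68. The interval was made part of the rule after the share was seen. It is too wide, and the probe positions too little known, to exclude loss of RNA away from the 3′ end, which may account for part of the pattern. The median over the 51 genes of both lists was -1.02 (-1.46 to -0.57). That is smaller in size than the largest growth in the control genes, 1.73. Of the 51 genes, 15 fell by more than that largest growth. The mean growth was 1.64 for beta-actin, 0.956 for hexokinase and 0.314 for Gapdh. In size, the interval of the median holds the hexokinase growth and lies beyond that of Gapdh, so the comparison depends on the control gene. Labelling batch stays confounded with group here too, and a change in the cells themselves was not tested separately. The study described much collagen secretion in stained sections of the tumours. That concerns tissue in the animal, whereas the falls here are in RNA of cells cultured from tumours.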

How the results depend on the processing

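No called gene named by the rule, and no called list or chromosome, turned direction under the alternatives in which it was followed. Named genes were followed under PLIER, centring, other uses of technical replicate 2, the replicate block and leaving out each replicate. They were not followed with the mean of all probe sets of a gene. That could matter for Vcl, called higher, whose probe sets gave 1.22, -0.96 and -0.55. Called genes named outside the rule were not followed one by one. No probe set was called in opposite directions by the reported fit and the alternatives that recomputed all results. PLIER with array medians made equal called 2188 probe sets higher and 2572 lower, and 94.5% of the reported calls held. With a PLIER offset of 1 the higher count was 2975. Without a minimum fold there were 5047 higher and 4832 lower, and with 1 count per gene 775 and 774, which follow from how the counts are made. The study's plain test after adjustment called 4 higher and 8 lower, and with 3 arrays per group and unadjusted p it called 1745 and 1897 under RMA and 2222 and 2398 under PLIER. Centring the arrays gave 46% of calls higher against 46.3% as reported.

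Leaving out each replicate in turn gave 1651 to 1830 higher and 1684 to 2502 lower probe sets, 9 to 10 PCR genes, 9 to 10 gene lists, 0 to 1 chromosomes and a median of 0.15 to 0.24 for the invasion list, which passed only without A16 replicate 2 (adjusted p 0.0487, and 0.0919 to 0.433 in the other alternatives). A group left with 1 replicate was then assumed to vary like the other. The other extracellular matrix list passed in 7 alternatives, and the fibroblast identity list only without A16 replicate 1 (adjusted p 0.0394). With an estimated correlation camera called 0 lists after adjustment and 1 at an unadjusted p under 0.05. The number of chromosomes called was 0 under PLIER, with the mean of all probe sets of a gene and with an estimated correlation. At an unadjusted p under 0.05 it was 1, 2 and 0. With an estimated correlation camera has 2 degrees of freedom, and the cause of the other losses was not tested. The list counts include the study's own lists.

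With the replicate number as a block (replicate block, 2 pairs) 1715 probe sets were higher and 2035 lower, and over 3 arrays 1750 and 1948. The differences between replicates 1 and 2 correlated at 0.121 across the groups. Of the 3 arrays, replicate 2 correlated best with its own number (0.12), and replicate 1 and technical replicate 2, averaged in the main fit, each with the other (0.0933 and 0.0715). The labels give the replicates no more than a number in common. Low signal limits the folds of genes near the floor of the arrays.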

Other observations

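The tests of this part were all chosen after the results were seen. Raised genes included a set of proteases that lie next to each other on chromosome 8 (order of genes from the GRCr8 assembly). The collagenase Mmp13 and the elastase Mmp12, named here for their position, rose by 2.31 ± 0.12 and 1.81 ± 0.17 beside Mmp3 and Mmp10. Of 10 bright neighbours, 5 on each side, 2 were higher and 2 lower. Dcun1d5, at -0.06, lies among them, as does Casp1 at 3.13.

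Genes in windows of 10 neighbours were also compared with 1000 shuffled gene orders. The highest median, 1.32, belonged to a stretch of chromosome 17 from Tubb2a to Serpinb1a, where 6 genes were higher and 0 lower (permutation p 0.00899, 13974 windows). The lowest, -1.17, belonged to chromosome 2 from Pdha2 to Lmo4, where 5 genes were lower, among them Gbp2, Gbp4 and Gbp7, and 1 higher (permutation p 0.017). With genes above the median of mean RMA alone, the highest window, on chromosome 4, had a permutation p of 0.123 and the lowest, on chromosome 1, of 0.345. Both stretches found with all genes hold members of gene families that lie side by side.

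The metalloproteinase genes Mmp3, Mmp10, Mmp12 and Mmp13 and the macrophage markers Csf1r, Fcgr3a and Cd68 were higher in Tumor cells. A gain of the chromosome 8 region would raise the neighbours by about as much as Mmp3 and Mmp10, and the median of the 10 bright neighbours was 0.0386, with a highest value of 3.13, which argues against gain of the region as the whole cause. Macrophages of the mouse host would bring their abundant transcripts, and the median of 9 of them (Cd68, Lyz2, Tyrobp, Fcer1g, C1qa, C1qb, C1qc, Ctss and Laptm5) was 0.24, with Lyz2 at 6.57 in A16 and 6.90 in Tumor and C1qb at 5.80 and 5.72. That argues against host macrophages, although how well mouse RNA binds the rat probes was not tested. Of the 23 measured macrophage markers 2 lay above the A16 median and 0 belonged to another list. A change in the Tumor cells themselves was not tested, and labelling batch stays open in the arrays. The PCR values quoted above for Mmp3 and Spp1, which involve no array labelling, are also higher in tumour cells. The study's methods name beta-actin as the internal control of the PCR. Its 3′, middle and 5′ probe sets were lower here in Tumor by log2 differences of -1.18, -2.45 and -2.82. How far that shifts the PCR ratios was not tested.

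The difference for Stc1 was 13.3-fold here. That is lower than the array and PCR values quoted from the study above. For Spp1 the difference was 55.1-fold here. That is lower than the array and PCR values quoted from the study above. For Ddit3 the difference was 1.14-fold here. That is lower than the array value quoted from the study above and close to the PCR value. For Egln3 and Adh1c the differences were 12.1-fold and 37.3-fold here. Those are lower than the PCR values quoted above. For Mmp3 the difference was 113-fold here. That is higher than the PCR value quoted above. Pdk1 and Aldh3a1 fell by 1.51 and 1.39 on the log2 scale here. Those are lower than the PCR values quoted above, which are not below 1. Vhl, Pfkm and Hk2, none of them called, had log2 differences of -0.47, -0.48 and -0.53 here, opposite in direction to the study's PCR. The sign for Hk2 rests on A16 replicate 2, so its direction is not settled. Beta-actin, the internal control named for that PCR, was lower in Tumor on these arrays. How far that shifts the PCR ratios of the study was not tested. On their brightest probe sets Vegfa, at 0.66, and Egfr, at -0.11, had the same direction as its PCR. Their other probe sets went the opposite way, at -0.73 for Vegfa and at 0.46 and 0.26 for Egfr. The direction of Egfr on these arrays is therefore not settled. With the PLIER values as deposited, the differences were 49.2-fold for Stc1, 145-fold for Spp1 and 1.15-fold for Ddit3. The Spp1 value is close to the study's array value, and the Stc1 value is nearer to it than with RMA. For Ddit3 the PLIER value stays below the study's array value. Which algorithm gave the folds of the study was not tested.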
